A study of Mus musculus with 20 samples. Its data were reported in "Identification of a Sacral, Visceral Sensory Transcriptome in Embryonic and Adult Mice" (2020).

How the data were processed

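Gene expression was measured by RNA sequencing in whole dorsal root ganglia (DRG), the clusters of sensory neurons and their glia beside the spinal cord, of C57Bl/6 mouse embryos at embryonic day 18.5 (E18.5). Each of 10 donor embryos, 5 male and 5 female, gave 1 library from the lumbar ganglia (L4-5) and 1 from the adjacent ganglia at L6-S1, which are called sacral here as in the study. This made 20 libraries in 4 groups of 5. Groups, sexes and donors were taken from the sample labels, and each column of the expression table was matched to its sample by the label it carries.

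The authors extracted total RNA with a column kit, amplified it with a whole-transcriptome cDNA kit, made fragment libraries by transposase tagging and sequenced them on an Illumina HiSeq instrument. The authors aligned the reads to the mouse genome (mm9) with Subread, kept uniquely mapped reads and counted them per Ensembl gene with featureCounts. The authors then applied TMM library scaling from edgeR and the voom transformation of limma, and deposited the values as log2 RPKM, the log2 of reads scaled to gene length in kilobases and to library size. Whether the counting used the strand of the reads is not stated. Reads of overlapping genes can therefore not be separated by strand, which is said beside genes named for a large difference and beside the Hox genes.

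Before any test, the deposited log2 RPKM values were examined for what they hold. The table listed 37620 genes, of which 29049 had a value in at least 1 library and 8571 were blank in all 20. The median over the genes with a value was 0.930302 in each of the 20 libraries, so the values were scaled to 1 common median. Within a library, a gene's value is a whole multiple of what 1 read is worth once gene length is known. Gene lengths were the summed exon lengths of GENCODE M1, an annotation of the same mm9 build. With these, 98.27% of the values came out within 0.05 of a whole read, from 98.18% to 98.36% per library. For 28324 genes each value was whole. The other 725 genes with reads had values that were not whole or, for 239 of them, no length, and no reads are given for them. A blank was read as 0 reads and, for genes with recovered reads, set to the log2 RPKM of 0.5 reads. ENSMUSG00000093550 and ENSMUSG00000093789 have no length, and their blanks were set to 1 value per gene, below its lowest measured value.

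The recovered reads summed to between 19606261 (sacral female donor F7) and 39678956 (lumbar female donor F8) per library. The 2 mitochondrial ribosomal RNA (rRNA) genes took between 17.83% and 61.05% of them. A count of 0 allows up to 3 reads at 95% confidence. Intervals of read shares are 95% Wilson intervals. The libraries carry no molecular identifiers and were amplified, so intervals and limits cover counting error only. The values were tested on the deposited log2 scale with no pseudocount added, and a log2 difference against a group near 0 reads depends on the 0.5 reads set for a blank.

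Differential expression was tested with limma 3.58.1 (R 4.3.3, with statmod 1.5.0) on the log2 RPKM values of all 20 libraries. The model held a mean for each of the 4 groups, donor entered as a block through duplicateCorrelation, and variances were moderated by eBayes with a mean-variance trend. A gene was tested if its mean reached 1 RPKM in at least 1 group, and 14529 genes did, of which 14041 had no blank. Differences are the mean of the sacral minus the mean of the lumbar groups, female minus male within each level, and the level difference in females minus that in males (the interaction). P-values were two-sided and adjusted by the Benjamini-Hochberg method over all genes tested, with a threshold of 0.05. Of the gene identifiers, 37205 were found in GENCODE M1 and took their symbol, coordinates (mm9, 1-based) and type from it.

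The design, the gene lists, the rule for naming genes and most alternatives were fixed before the data were examined. For the level comparison the genes named are the 5 largest positive and the 5 largest negative log2 differences among genes past the threshold with the same direction in all 10 donors. For each sex comparison they are the 5 largest in each direction among genes past the threshold with no overlap between the 5 male and the 5 female values. For the interaction they are the 5 smallest adjusted p-values. Members of the lists fixed in advance are named whatever their result. Any other gene named was chosen after its values were seen, and the text says so.

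The lists were the study's 298 curated neuronal genes in 10 functional sets, 20 genes the study named for the level difference at E18.5, 11 it named for adult ganglia only, 3 it named as undetected at E18.5, 39 Hox genes, Xist with 4 Y genes as a check of sex, and 12 lists of cell-type genes. Curated sets were compared with the other tested genes by cameraPR with an inter-gene correlation of 0.01, and by camera with an estimated correlation and donor as a fixed term. They were also tested by fry with the donor block, which asks whether the genes of a set change, without comparing them with other genes. A cell-type list was summarised per donor as the median log2 difference between levels over its tested genes, and the 10 medians were tested with an exact two-sided sign-flip permutation test, whose smallest possible p-value is 0.00195. With 5 male against 5 female donors the smallest possible exact permutation p-value is 0.00794. Correlations across libraries were tested with 100000 permutations.

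The pairing of libraries comes from the labels, which give both libraries of a pair to 1 embryo. Deviations from the group means correlated within donors by -0.166 to 0.677 across genes, with a median of 0.164 and 6 of the 10 pairs over 0.1, against a median of -0.0373 for lumbar and sacral libraries of different donors of the same sex. The consensus correlation used in the model was 0.342. Replicates of a group were also compared on their recovered reads. Over the 40 pairs within groups, chi-square per degree of freedom ranged from 18.69 to 905.7 for genes with at least 10 reads. No pair therefore differed by counting error alone, as a library sequenced again would. A second amplification of the same RNA cannot be excluded, since its spread is not known.

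Alternatives to these choices were run 1 at a time: no filter and filters at 0.25 and 4 RPKM, pseudocounts of 1 and 0.1, median-centring, quantile normalization, no donor block, donor as a fixed term, eBayes without trend and with robust variances, sample weights, voom weights on the recovered reads, a fit of 1 level alone, the donor number as a block across sexes, and leaving out each donor. Chosen after seeing the data were blanks as missing values, TMM scaling of the recovered reads (computed from its published definition, trimming 30% of log ratios and 5% of mean levels), that scaling with voom and a filter of 1 CPM (reads scaled to library size), the mitochondrial rRNA share as a covariate, and removal of each library's trend over gene length or over GC content. GC content was computed from mm9 protein-coding transcripts and covered 83.6% of the tested genes, 87.5% of the genes called between levels, 80.3% of those called between sexes in sacral DRG and 70.8% of those called in lumbar DRG. Below a coverage of 80% the GC check is void, which applies to the lumbar sex comparison. Gene length covered 99.5% of the tested genes.

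The pipeline was tested on simulated data with the same donor SD, 0.22, and library SD, 0.3, on the log2 scale for every gene. Both were drawn independently for each gene. Trends shared by many genes of a library and outlying libraries were not simulated, so the shares found hold for independent spread only. Of 200 genes changed by 1 log2 unit between levels among 14475 simulated genes, 98.5% were found, and 9.63% of the 218 calls were genes left unchanged. Of 197 genes changed by the same amount between sexes, 54.3% were found in lumbar and 52.3% in sacral groups. Simulated interactions were absent and 0 were called. A depth ratio of 2 was recovered as 2.01 by the TMM code in 5000 genes. Files were read and figures drawn with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. The adult datasets of the study were not used here.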

Results

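The study set out to find transcripts of the visceral sensory neurons that innervate pelvic organs. It states that most of these lie in the DRG called sacral here, and that the adjacent lumbar DRG compared with them hold only somatic sensory neurons. At E18.5 the study asked which level differences are present before birth and whether they, or the ganglia in general, differ between the sexes. The data collected here were 20 RNA sequencing libraries of whole DRG from 10 embryos, with 5 libraries in each of 4 groups: lumbar male, sacral male, lumbar female and sacral female. Expression was given as log2 RPKM for each gene. Depth, recovered from the steps of the values, ranged from 19606261 reads in the sacral library of female donor F7 to 39678956 in the lumbar library of female donor F8. Between 21202 and 23768 genes were detected per library. Their mean was 21766 ± 212 (SD, n = 5) in lumbar male, 22012 ± 614 in sacral male, 22486 ± 1023 in lumbar female and 22685 ± 555 in sacral female libraries.

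The libraries differed widely in how many of their reads came from the 2 mitochondrial rRNA genes. The share was lowest in the sacral library of female donor F3, at 17.83% (95% Wilson interval 17.81 to 17.84), and highest in the lumbar library of male donor M5, at 61.05% (61.03 to 61.07). By group it was 32.3% ± 16.6 (SD, n = 5) in lumbar male, 31.6% ± 11.1 in sacral male, 33.5% ± 12 in lumbar female and 35.5% ± 10.3 in sacral female libraries. The share did not separate the levels: the sacral library of a donor exceeded its lumbar library by 0.623 ± 9.41 percentage points on average and was the higher in 3 of 10 donors (exact sign-flip permutation test, two-sided, p = 0.826). Nor did it separate the sexes (exact permutation test, two-sided, 5 against 5 donors, p = 0.746).

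Principal component analysis of the tested genes placed 39.5% of the variance on PC1, which followed the mitochondrial rRNA share. Within the 10 lumbar libraries Pearson's r was 0.938 (permutation test, p = 2e-04, adjusted over both levels 4e-04) and Spearman's rho 0.915 (permutation p = 0.00048, adjusted 0.00096). Leaving out the pair of libraries farthest from the median share, M5 and F7, gave an r of 0.97. Within the 10 sacral libraries r was 0.894 (permutation p = 0.00072, adjusted 0.00072) and rho 0.867 (permutation p = 0.0024, adjusted 0.0024), and r was 0.876 without F3 and M3. PC2 held 9.04% of the variance, and sex accounted for a share of 0.78 of it. The sacral library had the higher PC2 value in 10 of 10 donors. PC3 held 7.15%, with a share of 0.499 for spinal level, and the sacral library had the lower value in each of the 10 donors.

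**Figure D1:**
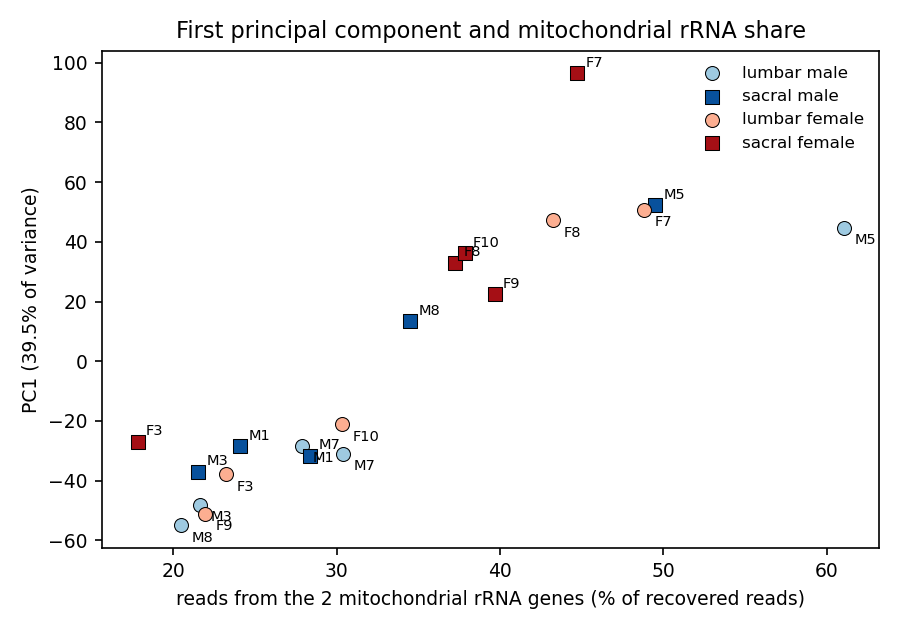
Score of each of the 20 libraries on the first principal component (vertical axis, 39.5% of the variance) against the percentage of its recovered reads that came from the 2 mitochondrial rRNA genes (horizontal axis), with libraries named by donor, circles for lumbar and squares for sacral DRG. Libraries from 17.83% to 61.05% spread along the component within both levels and both sexes.

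Before any comparison, the sex of each library was checked on Xist and on the Y genes Ddx3y, Eif2s3y, Kdm5d and Uty. The 10 libraries labelled female had between 6405 and 60634 reads of Xist, and the 10 labelled male had between 3 and 503. Over the male libraries Ddx3y had 15077 reads, Uty 7151, Kdm5d 6292 and Eif2s3y 3789. The corresponding sums over the female libraries were 33, 92, 60 and 44 reads. The labels and the expression of these genes therefore did not conflict in any library.

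To find genes that distinguish the spinal levels, the sexes were pooled and sacral DRG were compared with lumbar DRG of the same donors. Differential expression analysis with limma identified 978 of 14529 genes at an adjusted p of at most 0.05. Of these, 392 were upregulated in sacral DRG and 586 in lumbar DRG, 856 were protein coding, and the median absolute log2 difference was 0.553, with 119 genes above 2-fold. The direction was the same in all 10 donors for 291 of the 978 genes. Among all tested genes this held for 2.85%, against 0.195% by chance. In 976 of the 978 genes the mean difference had the same sign in males and in females. The median difference over all tested genes was -0.0475, and the median standard error of a gene was 0.133. The number of genes depended on the model. With no donor block, 154 genes passed, all of them among the 978, and with sample weights 3064 passed. It also depended on single donors, with 404 genes without female donor F10 and 1608 without female donor F8. Fits without M1, M5, F3 or F7 gave 600, 490, 557 and 519 genes.

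The largest increases in sacral DRG were seen in Hoxc12, Gm16258, Cartpt, Hoxc11 and Hoxd11. Hoxc12 (ENSMUSG00000050328, mm9 chromosome 15, 102767188 to 102769040, protein coding) rose by 5.59 ± 0.53 (SE) on the log2 scale, with a limma adjusted p of 2.1e-06. Its 5 lumbar male libraries held 9 reads in all and the lumbar female libraries 99, against 755 and 898 in sacral DRG, so the size of the difference rests on values close to 0 reads. Gm16258 (ENSMUSG00000086903, chromosome 15, 102774493 to 102778851), a processed transcript on the opposite strand between Hoxc12 and Hoxc11, rose by 3.88 ± 0.68 (adjusted p = 0.00218). Cartpt (ENSMUSG00000021647, chromosome 13, 100668439 to 100670638), which encodes the precursor of CART peptide, went from 0.28 ± 0.63 log2 RPKM (SD, n = 5) in lumbar male to 3.68 ± 0.41 in sacral male DRG, and from 0.66 ± 1.05 to 3.58 ± 0.82 in females. The difference was 3.16 ± 0.27 (SE), with an adjusted p of 4.63e-07. Hoxc11 (chromosome 15, 102784858 to 102788139) rose by 2.84 ± 0.32 and Hoxd11 (chromosome 2, 74517449 to 74525798) by 2.19 ± 0.13, with adjusted p-values of 1.74e-05 and 4.61e-09.

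In lumbar DRG the largest increases were in Kcnk9, Ntf3, 2 identifiers with no symbol, and 4930453O03Rik. Kcnk9 (ENSMUSG00000036760, chromosome 15, 72342549 to 72376709), a potassium channel gene, fell by 3.56 ± 0.50 (SE) on the log2 scale towards sacral DRG (adjusted p = 2.72e-04). Its sacral libraries held 30 reads in males and 17 in females, against 286 and 239 in lumbar DRG. Ntf3 (ENSMUSG00000049107, chromosome 6, 126051431 to 126116762), the gene of neurotrophin-3, fell from 2.31 ± 0.22 log2 RPKM (SD, n = 5) to -1.50 ± 2.72 in males and from 1.97 ± 0.53 to -0.36 ± 1.27 in females (adjusted p = 0.00198). ENSMUSG00000093550 and ENSMUSG00000093789, which GENCODE M1 does not list, differed by -2.83 ± 0.35 and -2.80 ± 0.37. Both were blank in the sacral libraries of M5 and M7 and were set there to -2.819 and -3.683. Their lowest measured values were -1.819 and -2.683, in the sacral library of F7, so the size of both differences depends on the set values. The SD of the 2 identifiers was the same in sacral female libraries, at 0.85. They are reported as uncertain, since reads of overlapping genes would give such parallel values. 4930453O03Rik (ENSMUSG00000085420, chromosome 1, 90244064 to 90249505) differed by -2.25 ± 0.47 (adjusted p = 0.0081). It lies inside Trpm8 (chromosome 1, 90174236 to 90285868) on the opposite strand, and without stated strand use its reads cannot be separated from those of Trpm8, which itself differed by -2.16 ± 0.27.

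**Figure D2:**
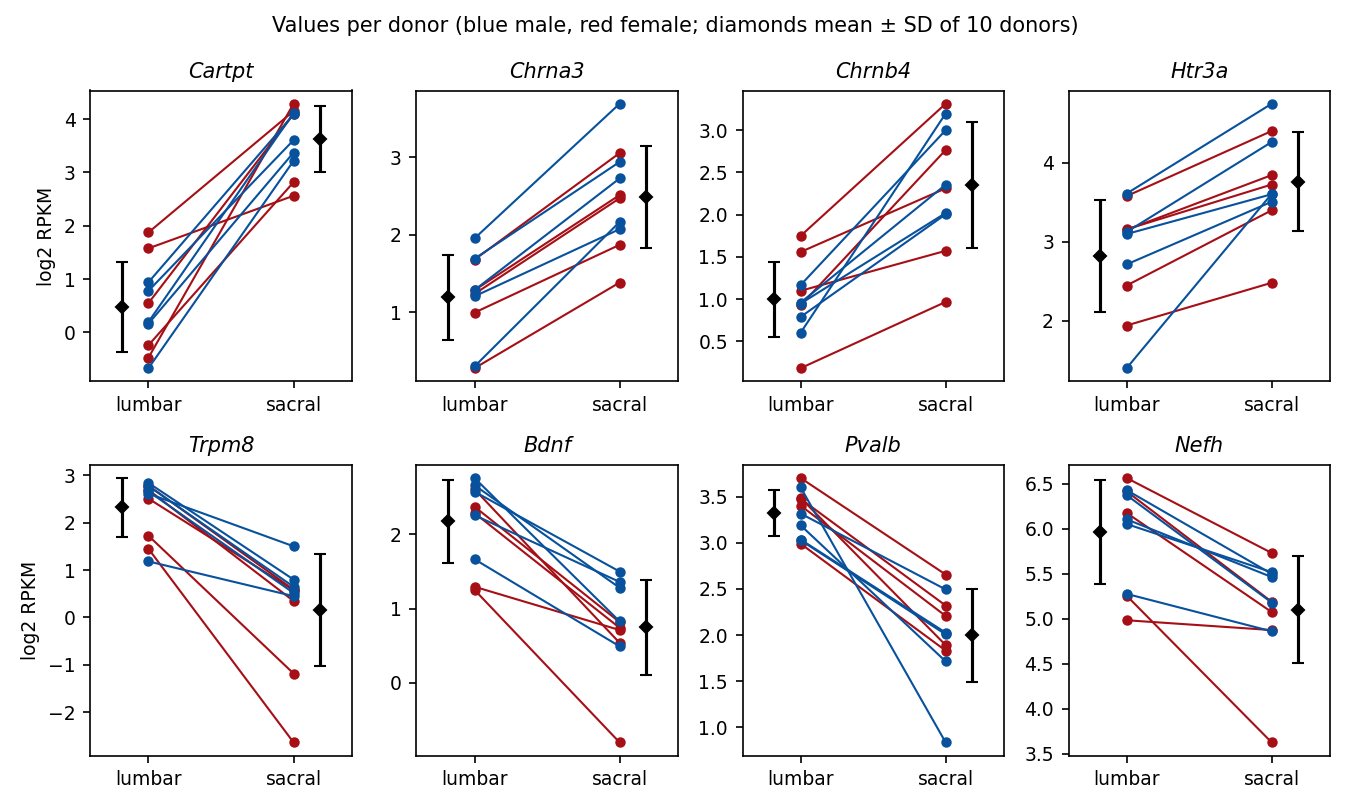
Expression of 8 genes of the lists in log2 RPKM (vertical axes, which differ between panels) in lumbar and sacral DRG, with a line for each of the 10 donors (blue male, red female) and diamonds for the mean ± SD of the 10 libraries of a level. Cartpt, Chrna3, Chrnb4 and Htr3a were higher and Trpm8, Bdnf, Pvalb and Nefh lower in the sacral library of each of the 10 donors.

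The study named 20 genes for the level difference at E18.5, and 18 of these passed the filter. Over all genes tested, 16 were past the threshold, 10 upregulated in sacral and 6 in lumbar DRG, while 18 passed when adjusted over the list alone. Since the study chose these genes on the same libraries, this is not independent evidence. The nicotinic receptor subunits Chrna3 and Chrnb4 (chromosome 9, 54859150 to 54874366 and 54875963 to 54896351) rose by 1.30 ± 0.18 and 1.35 ± 0.20, and the serotonin receptor subunit Htr3a by 0.94 ± 0.21, each in 10 of 10 donors (limma adjusted p = 3.14e-04, 5.24e-04 and 0.0115). Trpv1 rose by 0.70 ± 0.19 in 9 of 10 donors (adjusted p = 0.0322, from 0.00571 to 0.13 over its 29 alternatives). It stayed past the threshold in 4 of the 10 fits that each left out 1 donor, as Snai2 did in 1 and Calb1 in 2, so the 16 rests in part on single donors. Pvalb and Nefh fell by 1.33 ± 0.15 and by 0.86 ± 0.18, and Trpm8, Bdnf and Tac1 fell by 2.16, by 1.43 and by 0.81, each in 10 of 10 donors. The exceptions over all genes were Nos1, with a difference of -0.59 and an adjusted p of 0.0504, and Gabrg3, with 0.53 and 0.081. Of the 11 genes the study named for adult ganglia only, 9 were tested here and 0 passed over all genes or adjusted over the list alone, with 1 at an unadjusted p under 0.05.

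Several list genes lay below the filter and were compared between levels by exact sign-flip permutation tests over the 10 donors, adjusted over the 6 genes. Esr1 rose in sacral DRG by 1.1 ± 0.766 log2 units (SD, n = 10) in 9 of 10 donors (p = 0.00391, adjusted 0.0117), on 67 to 454 reads per library. The rise was 1.7 ± 0.486 (SD, n = 5) in males and 0.496 ± 0.426 in females, and differed between the sexes (exact permutation p = 0.00794, adjusted over the 6 genes 0.0476), a comparison made after the values were seen. The level difference of 50 other named genes was also compared between the sexes, and the adjustment does not cover them. Since the unadjusted p is the smallest possible, passing the threshold rests on adjusting over so few genes. Htr2c differed by -1.34 ± 0.613, lower in 10 of 10 donors (exact permutation p = 0.00195, the smallest possible, adjusted 0.0117). Chrnb3 rose by 1.19 ± 1.32 in 8 of 10 donors and did not pass the adjustment (permutation p = 0.0254, adjusted 0.0508). No difference past the threshold was seen for Galr1, Trpa1 or Mrgpra3. Of the 3 genes the study named as undetected, Trpa1 had 0 to 43 reads per library, with 16 of 20 libraries above 3 reads, and Mrgpra3 had 0 to 47 reads, with 13 of 20 above 3. The third, Sst (ENSMUSG00000004366, chromosome 16, 23889667 to 23890930), passed the filter and was called, at 1.41 ± 0.36 (SE) higher in sacral DRG in 8 of 10 donors (limma adjusted p = 0.025). It is the only tested gene of its list, so that the 1 call adjusted over the list alone involves no adjustment. Its 5 lumbar male libraries held 82 reads in all and the sacral male libraries 125, against 85 and 187 in females. The adjusted p of Sst ranged from 0.00243 to 0.116 over its 28 alternatives, and it stayed past the threshold in 4 of the 10 fits that each left out 1 donor.

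Hox genes encode transcription factors that set position along the body axis, and members with a higher paralog number act further towards the tail. Of 39 Hox genes (40 identifiers, since Hoxa3 has 2), 27 identifiers were tested. Over all genes tested 12 were called, 6 in each direction, and 13 when adjusted over the list alone. In paralog groups 1 to 8 the median difference was -0.108 over 17 identifiers, with 0 called higher in sacral and 5 in lumbar DRG. Group 9 gave a median of -0.192 over 3 genes, of which Hoxb9 was called, at -1.13 ± 0.11. Over the 7 tested genes of groups 10 to 13 the median was 1.77, with 6 called, all higher in sacral DRG. Hoxc8 differed by -1.73 ± 0.23 (limma adjusted p = 1.93e-04) and Hoxd10 by 1.77 ± 0.12 (adjusted p = 3.22e-08). The 2 Hoxa3 identifiers lie over each other on the same strand (chromosome 6, 52113358 to 52163338 and 52118509 to 52163335), so their values are uncertain. Hoxa2, Hoxa5 and Hoxa6 lie over at least 1 of them, and Hoxb7 and Hoxb8, both called, lie over each other (chromosome 11, 96145571 to 96151650 and 96143219 to 96146639), which makes these genes uncertain too.

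**Figure D3:**
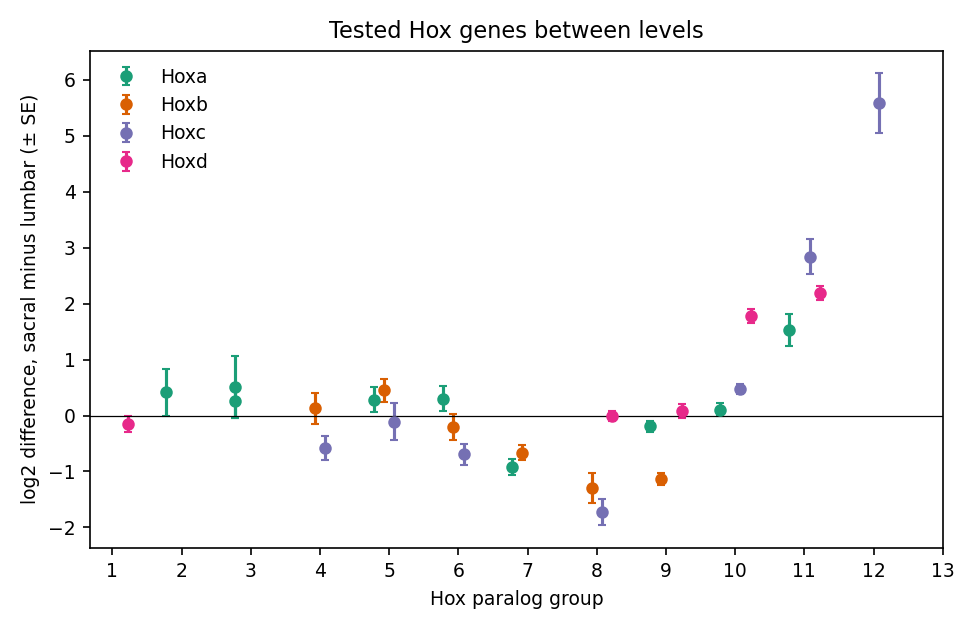
Log2 difference between sacral and lumbar DRG (vertical axis, ± SE of the limma fit) for the 27 tested Hox identifiers against their paralog group (horizontal axis), coloured by cluster. Differences called below 0 are found in groups 6 to 9 and those called above 0 in groups 10 to 12, with Hoxc12 at 5.59.

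Of the study's 298 curated neuronal genes, 233 were tested. Over all genes tested 45 were called, 17 upregulated in sacral and 28 in lumbar DRG, and 55 when adjusted over the list alone. The study chose this list by function, and whether these libraries entered the choice is not stated, so it is not counted as independent evidence. Among the calls were Cacna1e, higher by 1.19 ± 0.16 in sacral DRG, and Gabrg1 and Kcns1, at -1.74 ± 0.16 and -1.52 ± 0.23. As sets, 3 of 10 were lower in sacral DRG by cameraPR: neurotrophic factors (2 tested genes, Bdnf and Ntf3, adjusted p = 5.02e-06), sodium channels (10 genes, adjusted p = 0.0348) and potassium channels (49 genes, adjusted p = 0.0392). G-protein-coupled receptors had an adjusted p of 0.0928, and calcium channels, chloride channels, ligand-gated ion channels, neurotrophic factor receptors, transcription factors and TRP channels had adjusted p-values of 0.544 to 0.644. Under fry, which makes no comparison with other genes, 1 set passed (neurotrophic factors, adjusted p = 2.73e-06). Under camera with an estimated correlation 0 passed, with 1 set at an unadjusted p under 0.05 (neurotrophic factors, 0.00734, adjusted 0.0734). Leaving out M3, M5, M8 or F9 left 1 set by cameraPR.

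To see whether the cell composition of the dissections differed, 12 lists of cell-type genes were compared between levels within donors, with adjustment over the 12 lists. Genes of Schwann cells and satellite glia (12 of 13 listed genes tested, 1 of them on the study's lists of level genes) were lower in the sacral library of 10 of 10 donors, with a mean of donor medians of -0.446 ± 0.158 (SD, n = 10; exact sign-flip permutation p = 0.00195, adjusted 0.0156). Genes of large myelinated sensory neurons (10 tested, 3 on the study's lists) were lower in 9 of 10 donors, at -0.46 ± 0.299 (permutation p = 0.00391, adjusted 0.0156). Without the genes on the study's lists, that list had 7 genes, of which some are among its curated genes, a mean of -0.244 ± 0.234 and a permutation p of 0.0156. Cartilage genes (5 tested) were higher in sacral DRG in 9 of 10 donors, at 0.681 ± 0.33 (permutation p = 0.00391, adjusted 0.0156), and fibroblast and meninges genes (12 tested) in 9 of 10, at 0.404 ± 0.385 (permutation p = 0.0156, adjusted 0.0469). The number of lists past the threshold, 4, moved most when the pairing was dropped, to 1. The fibroblast and meninges list stayed past it in only 1 of the 10 fits without a donor, with adjusted p-values of up to 0.117 over its 15 alternatives.

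The other 8 lists were not past the threshold. Their means were 0.207 ± 0.378 (SD, n = 10) for erythroid genes (6 tested), -0.422 ± 1.35 for skeletal muscle (15 identifiers), 0.0657 ± 0.286 for endothelium (6), 0.19 ± 0.359 for sympathetic and parasympathetic neurons (2, with 1 listed member on the study's lists and 1 in another list), -0.226 ± 0.414 for spinal cord (1, also in another list), -0.254 ± 0.395 for pan-neuronal genes (12, of which 1 is on the study's lists), -0.192 ± 0.374 for small nociceptive sensory neurons (12, of which 4 are on them) and -0.0151 ± 0.428 for proliferation (8), with adjusted exact permutation p-values from 0.159 to 0.91. For no list did the level difference differ between the sexes (exact permutation tests, adjusted p of 0.619 to 0.913).

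**Figure D4:**
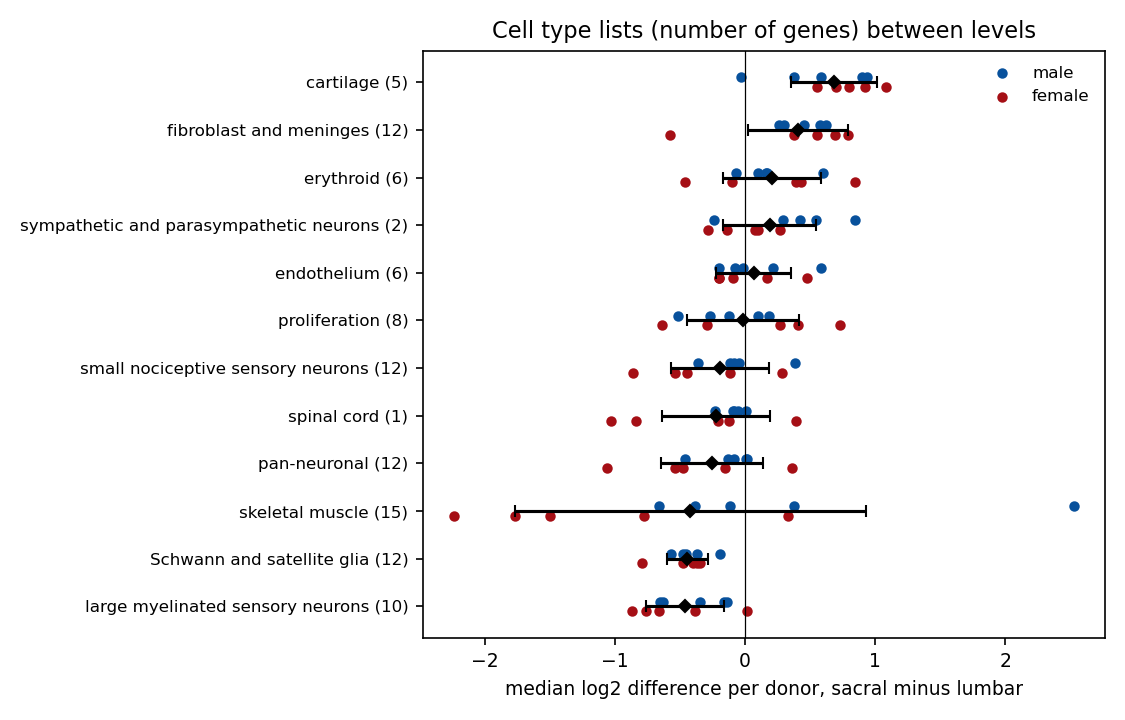
Median log2 difference between the sacral and the lumbar library of each donor (horizontal axis; blue male, red female) over the tested genes of 12 cell-type lists, whose number stands in brackets, with diamonds and bars for the mean ± SD of the 10 donors. Glial genes lay below 0 in all 10 donors and cartilage genes above 0 in 9 of 10.

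The sexes were compared within each level. In lumbar DRG limma identified 48 genes at an adjusted p of at most 0.05, 13 higher in female and 35 higher in male libraries. Of these, 4 lie on the Y, 5 on the X and 39 on autosomes. In sacral DRG 147 genes were identified, 42 higher in female and 105 in male libraries, with 4 on the Y, 9 on the X and 134 on autosomes. Values of the 5 males and 5 females did not overlap for 46 of the 48 and 133 of the 147 genes. Among all tested genes this held for 2.19% and 3.96%, against 0.794% by chance. Both comparisons shared 45 genes, each with the same direction, while 3 were called in lumbar only. Of those called in sacral only, 19 had an unadjusted interaction p under 0.05, so that the larger number in sacral DRG is not in itself a difference between the levels. The lumbar number was 10 in a fit of the 10 lumbar libraries alone. It was 197 with sample weights, and also 197 with the mitochondrial rRNA share as a covariate. Single donors moved the numbers as well. In lumbar DRG the number was 14 without M3 and 81 without M5, and 31, 20, 21, 23 and 24 without M1, M7, M8, F8 and F9. In sacral DRG it was 55 without M3 and 444 without M5, and 60, 60, 75, 92, 80, 67 and 71 without M1, M7, M8, F7, F8, F9 and F10.

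The sex of the donors coincided with a technical measure. Each library's deviation from the mean of all 20 was correlated with the GC content of genes, across genes, which are not independent replicates. The correlation was negative in the 10 male libraries, from -0.307 to -0.00288, and positive in the 10 female libraries, from 0.0172 to 0.416. Averaged per donor it was -0.15 ± 0.0842 (SD, n = 5) in males and 0.153 ± 0.124 in females (exact permutation test, two-sided, p = 0.00794, the smallest possible), and it did not differ between levels (exact sign-flip permutation p = 0.791). With each library's trend over GC content removed, 29 genes differed between the sexes in sacral DRG, of which 4 lie on the Y, 3 on the X and 22 on autosomes, and 25 of the 118 original genes with a GC value remained. In lumbar DRG 18 genes were called, but GC values covered too few of the original calls there for a check. The level comparison gave 1033 genes after the same step and kept 806 of 856. The sex differences of autosomal genes named here are subject to this limit, though Rpl15 stayed past the threshold with the GC trend removed.

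**Figure D5:**
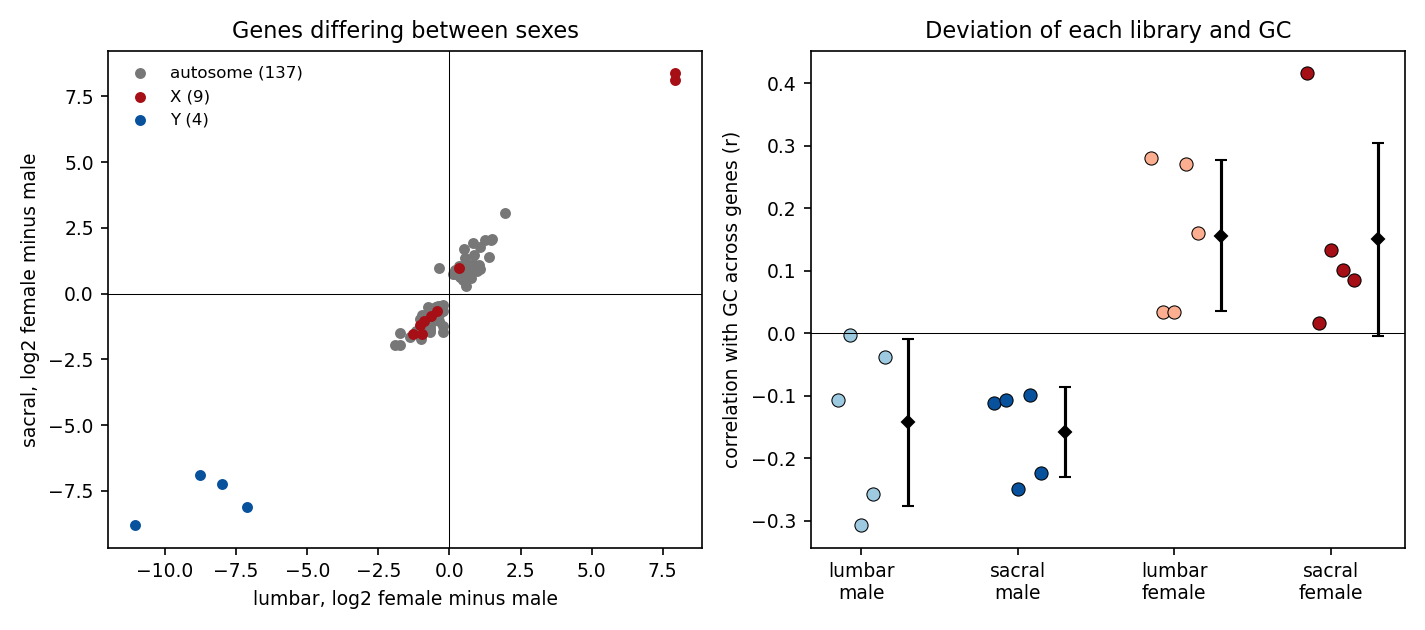
Left, log2 difference between female and male libraries in lumbar (horizontal axis) and in sacral DRG (vertical axis) for the 150 genes called at either level, coloured by chromosome. Right, correlation across genes of each library's deviation with GC content (vertical axis) by group, with diamonds and bars for the mean ± SD of 5 libraries: the 10 male libraries lie below 0 and the 10 female libraries above 0.

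Among genes higher in males at both levels, the Y genes had the largest differences. Ddx3y (chromosome Y, 597158 to 623056) differed by -11.04 ± 1.03 (SE) in lumbar and -8.80 ± 1.03 in sacral DRG (limma adjusted p = 6.15e-06 and 1.36e-04), Eif2s3y by -8.78 and -6.90, Kdm5d by -7.11 and -8.09, and Uty by -8 and -7.25. In the 10 fits that each left out 1 donor, Ddx3y stayed past the threshold in 10 at each level, Eif2s3y in 6 for lumbar and 5 for sacral DRG, Uty in 6 at each level, and Kdm5d in 7 for lumbar and 10 for sacral DRG. The fitted size of these differences depends on the few reads in female libraries. The next was the autosomal ribosomal protein gene Rpl15 (ENSMUSG00000012405, chromosome 14, 19100337 to 19103905). It was at 4.60 ± 0.28 log2 RPKM (SD, n = 5) in lumbar male and 4.39 ± 0.26 in sacral male DRG, but at 2.68 ± 0.08 and 2.44 ± 0.15 in female DRG. The differences were -1.92 ± 0.15 and -1.95 ± 0.15 (SE), with adjusted p-values of 7.49e-07 and 5.67e-07. Rpl15 stayed past the threshold in all 30 alternatives at each level, removal of the GC trend included. Reads of a ribosomal protein gene can be split with its processed copies, which limits what its value stands for.

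Higher in females at both levels were Xist and Tsix, which overlap on opposite strands of the X (100655714 to 100678556 and 100626856 to 100680296), so that reads given to Tsix cannot be separated from Xist. Xist differed by 7.94 ± 1.17 (SE) in lumbar and 8.38 ± 1.17 in sacral DRG (limma adjusted p = 0.00193 and 6.14e-04), and Tsix by 7.94 and 8.11. The other genes with the largest differences are each subject to the GC limit above, and several are miRNA genes or pseudogenes. In lumbar DRG these were the miRNA gene mmu-mir-2134-2 at 1.39 ± 0.25, Polr2f at 1.06 ± 0.23 and the pseudogene Gm9844 at 1.03 ± 0.20. In sacral DRG they were the predicted miRNA genes AC116121.1 at 3.05 ± 0.73, AL928935.1 at 2.07 ± 0.28 and AC119211.1 at 2.05 ± 0.39. Of these, Polr2f stayed past the threshold in 13 of its 30 alternatives and AC116121.1 in 9 of 27, each in 2 of the 10 fits without a donor. In such fits mmu-mir-2134-2 stayed past it in 6, Gm9844 in 5, AC119211.1 in 9 and AL928935.1 in 10. AC116121.1 had 9 reads over the 5 sacral male and 62 over the 5 sacral female libraries. Female-biased calls had a median length of 543 bases in lumbar and 1207.5 in sacral DRG, against 3531 and 4389 for male-biased calls.

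Whether the level difference depends on sex was tested as an interaction. Differential expression analysis identified 0 genes at an adjusted p of at most 0.05. At an unadjusted p under 0.05 there were 470 genes, where chance would give 726. The smallest adjusted p was 0.505, for Arf5, in which the level difference in females minus that in males was 1.34 ± 0.25 (SE). From lumbar to sacral DRG, Arf5 fell from a mean of 1.616 to 0.4747 log2 RPKM in males. In females it went from 1.259 to 1.461, and 3 of 10 donors were higher in sacral DRG. The next were Gm12040 (1.34 ± 0.29), Gm11053 (4.18 ± 0.97, on 9 to 41 reads per group), Zswim7 (0.95 ± 0.22) and Epha6 (-1.20 ± 0.31), each with an adjusted p of 0.995. The number of genes stayed at 0 in each alternative.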

Values the study reported

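Between lumbar and sacral DRG at E18.5, for both sexes combined, the study counted 1220 genes. For the sexes at E18.5 it gave 80 genes in lumbar DRG and 226 in sacral DRG, of which 73 were shared by both levels. Its curated list held 298 genes.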

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

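Of the tests in this part, those of neuronal genes against the mitochondrial rRNA share, of Y gene reads and of Esr1 were chosen only after the result was seen. In each group of 5 libraries, the highest or lowest value was set against the others for depth, mitochondrial rRNA share and the named genes. A gap to the nearest value of over 0.71 of the range of the group was counted, which chance gives in about 12 of the 236 groups of values examined. There were 18 such values, 5 in the lumbar library of M5 and 4 in the sacral library of F7. The level difference of 50 named genes was also compared between the sexes, and none differed past the threshold. Of 6 list genes below the filter, which were adjusted apart from these 50, Esr1 did.

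The mitochondrial rRNA share was 61% in the lumbar library of M5, against 20.5 to 30.4% in the other lumbar male libraries. In the sacral library of F3 it was 17.8%, against 37.3 to 44.7% in the other sacral female libraries. Depth stood apart in the lumbar library of F8, at 39.7 (recovered reads, in units of 1e+06) against 24.4 to 27.6 in the other lumbar female libraries. No biological explanation was tested for these 3 values.

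In the lumbar library of M5 the neuronal genes Gfra3, Gabra3, Trpm8 and Chrm2 were low, at 3.71, 1.05, 1.18 and 1.83 log2 RPKM, where the lowest of the other lumbar male libraries had 4.56, 2.38, 2.61 and 2.87. In the sacral library of F7, Kcnk9, Chrna7, Gabra3 and Bdnf were low, at -5.8, -0.409, 1.56 and -0.806, where the lowest of the others had -3.36, 0.854, 2.79 and 0.537. A candidate explanation is that neuronal transcripts are fewer in libraries with more mitochondrial rRNA. The median deviation of the curated genes fell with the share, with a Pearson r of -0.952 over the 10 lumbar libraries (permutation p = 0.00012; rho -0.83, permutation p = 0.0048; r -0.911 without M5 and F7) and -0.737 over the 10 sacral libraries (permutation p = 0.013; rho -0.697, permutation p = 0.031; r -0.672 without F3 and M3). No other set of genes was set against the share, so a fall particular to neuronal genes is not shown. Deviations from the mean of all 20 libraries correlated with log2 gene length across genes, by -0.319 in the lumbar library of M5. In the sacral library of F7 the correlation was -0.228, so a trend over gene length stays open as well. Whether the fall comes from the state of the tissue, the dissection or the amplification stays open too.

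Ddx3y was at -4.94 log2 RPKM (5 reads) in the lumbar library of F3, against -8.59 to -7.82 in the other lumbar female libraries. The others were blank, so the gap is to the value set for 0.5 reads. The sacral libraries of F7, F10 and F9 had more reads of Ddx3y, at 8, 9 and 10, and those of F8 and F3 fewer, at 1 and 0. Reads of male libraries carried into female libraries might give the value of F3. They would bring each Y gene at the same share of its male reads. Over the female libraries Ddx3y had 0.219% of its male reads and the other 3 Y genes together 1.14%, which would have given 171 reads of Ddx3y where 33 were seen. This speaks against carried reads as the whole source of Y gene reads in female libraries, but it does not test the value of Ddx3y in the library of F3, for which carried reads stay open. Reads shared with the X copies of these genes stay open as well.

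Esr1 rose from lumbar to sacral DRG by 1.7 ± 0.486 log2 units (SD, n = 5) in males and by 0.496 ± 0.426 in females, a difference of -1.2 between female and male donors (exact permutation p = 0.00794, the smallest possible, adjusted over 6 genes 0.0476). The lowest male value, 1.06, lay just above the highest female value, 1.05. Under TMM scaling the difference was -1.15 (exact permutation p = 0.00794), which speaks against scaling as its source. More connective tissue in sacral dissections of males might raise such a gene, but relative to the fibroblast and meninges list of the same donor the difference was -1.13 (exact permutation p = 0.0238). Bias over GC content was not tested for this gene, library numbers form a series of their own in each sex, and a biological difference between the sexes stays open as a hypothesis.

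The remaining values were of single genes and were not tested further. Gm16258 was at -7.27 in the lumbar library of M1, against -2.71 to -1.66, and at 1.64 in the sacral library of M8, against 0.618 to 0.856. Hoxd11 was at 0.395 in the lumbar library of M1, against 1.23 to 1.57. Ntf3 was at -6.29 in the sacral library of M7, against -1.01 to 0.178, and Tac1 at 5.65 in the sacral library of M3, against 5.07 to 5.17. 4930453O03Rik was at -1.09 in the lumbar library of F8, against 0.615 to 1.06. No biological explanation was tested for these values.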

How the results depend on the processing

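The tests with blanks as missing, TMM scaling, the mitochondrial rRNA share as a covariate and removal of length or GC trends were added only after the result was seen. Unless a cause is given, the cause was not tested.

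The 978 genes between levels became 509 with no filter, where 29049 genes were tested, 154 with no donor block, all among the 978, and 3064 with sample weights, 959 of them among the 978. Across the 10 fits that each left out 1 donor there were 404 (without F10) to 1608 (without F8) genes. The other alternatives gave 792 to 1251 genes. The share higher in sacral DRG, 40.1%, was 51.6% under quantile normalization and 52.6% with TMM, voom and a CPM filter, so neither direction prevails under every scaling.

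For the sexes in lumbar DRG the 48 genes became 73 after median-centring, 91 under quantile normalization, 197 with sample weights, 31 with the donor number as a block across sexes, 10 from the 10 lumbar libraries alone, 197 with the mitochondrial rRNA share as a covariate, 92 with the length trend removed and 18 with the GC trend removed. Leaving out 1 donor gave 14 (without M3) to 81 (without M5). The share higher in females, 27.1%, was 48.2% with the covariate, 15.2% with the length trend removed and 5.56% with the GC trend removed. GC values covered only 70.8% of the original lumbar calls. The GC check is therefore void here, and genes without a GC value may account for the 18 and the 5.56%.

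For the sexes in sacral DRG the 147 genes became 94 with no filter, 275 after median-centring, 346 under quantile normalization, 751 with sample weights, 789 with the number block, 45 from the 10 sacral libraries alone, 254 under TMM scaling, 674 with the covariate, 235 with the length trend removed and 29 with the GC trend removed. Leaving out 1 donor gave 55 (without M3) to 444 (without M5). The number block has no ground in the data, since donors of the same number but different sex correlated by 0.56, -0.337 and -0.191. The share higher in females, 28.6%, was 17.2% with the GC trend removed. Filtering at 4 RPKM shifted the median over all genes to -0.113.

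The interaction gave 0 genes in each alternative, beside 470 at an unadjusted p under 0.05. The 3 curated sets became 0 with an estimated correlation, and 1 (without M3, M5, M8 or F9) to 4 across the fits without a donor. The fry test, which makes no comparison with other genes, gave 1. The 4 cell-type lists became 1 with no donor block and 3 to 6 (6 without F8) across those fits.

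Reversed directions were confined to 4 results, each far from the threshold in the report. The transcription factor set turned under camera with an estimated correlation (adjusted p = 0.98), the spinal cord list was 0.307 with no filter, where more of its genes are tested, and Calca was 0.0025 under quantile normalization. The value of the proliferation list between levels was 0.00541 after median-centring, 0.00737 under TMM scaling, and 0.0404, 0.013, 0.0155 and 0.0539 without M1, M8, F3 and F8, while the lowest without a donor was -0.0981 (F9). Among named level genes, 56 other comparisons were weaker and 13 stronger, with 979 the same. Among sex genes 87 were weaker and 498 the same, among lists 12 weaker and 2 stronger, and among sets 15 weaker and 4 stronger.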

Other observations

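Of the tests in this part, those of length, GC content, library batches and dilution by connective tissue, with the spread of genes within a list, were chosen only after the result was seen. Where the splits of donors are counted, 100 were used for each result, the real one included.

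The level comparison was set against splits in which donors had their lumbar and sacral labels exchanged. For these splits the consensus correlation was taken from 1000 genes, and the real labels then gave 1010 genes instead of 978. Only 1 of 100, the real one, gave as many genes. The highest of the others had 55, with M5 exchanged, and 90 of the others had 0. Under TMM scaling 856 of the 978 genes remained, with the mitochondrial rRNA share as a covariate 891, with the length trend removed 724, and with the GC trend removed 806 of the 856 with a GC value. None of these 4 technical trends is therefore likely to be the whole source of the level difference. A difference between the ganglia themselves remains a hypothesis beside differences in dissection.

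From the deposited values 48 genes differed between the sexes in lumbar DRG. That is lower than the value quoted from the study above. From the same values 147 genes differed in sacral DRG. That is lower than the value quoted from the study above. Shared by both levels were 45 genes. That is lower than the value quoted from the study above. These counts were not made alike. The study tested raw counts with voom, TMM scaling and a filter of 1 CPM, whereas here log2 RPKM values with a filter of 1 RPKM were tested. With TMM, voom and a CPM filter on the recovered reads, 64 genes differed in lumbar and 177 in sacral DRG, which is also lower.

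For the sexes, 1 of 100 splits of the donors gave as many genes in lumbar DRG, and the highest of the others gave 6. In sacral DRG 2 of 100 gave as many. The other was M1, M3, M7, M8 and F3 against the rest, with 2545 genes, and these 5 donors have the lowest mitochondrial rRNA shares in sacral DRG. With that share as a covariate the real split gave 674 genes and kept 147 of the 147. Under TMM scaling it gave 254 genes and kept 147 as well. The number thus rose by over 1.5 times, which had been set beforehand as a sign that scaling matters, and scaling may decide how many genes pass. Median-centring kept 147 too, while quantile normalization did not keep each of them, and TMM with voom and a CPM filter kept 125 of 144. With the length trend removed 126 were kept.

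With the GC trend removed, 25 of the 118 genes in sacral DRG with a GC value were kept. Bias over GC content is thus a candidate explanation for most of them. Library numbers form a series of their own in each sex, and the GC correlation parted the donors by sex (exact permutation p = 0.00794, the smallest possible). According to the study the embryo libraries were prepared and sequenced at a single site, and whether the series mark batches within it is not stated. Library batches and a biological difference between the sexes cannot be told apart for autosomal genes, since the series coincide with sex. For the interaction, 100 of 100 splits gave as many genes, since the real split gave 0, beside 470 at an unadjusted p under 0.05.

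The lower glial and large sensory neuron lists in sacral DRG might come from dilution of ganglion cells by connective tissue, whose genes were higher. Glial genes fell relative to pan-neuronal genes by a mean of -0.192 (7 of 10 donors, exact sign-flip permutation p = 0.0918), relative to nociceptor genes by -0.254 (permutation p = 0.0215) and relative to endothelial genes by -0.512 (permutation p = 0.00195). Large sensory neuron genes differed from nociceptor genes by -0.269 in 10 of 10 donors (permutation p = 0.00195), but by -0.0141 without the genes on the study's lists of level genes (permutation p = 0.879). The glial list without such genes stayed lower in 10 of 10 donors, at -0.471 ± 0.141 (SD, n = 10; exact permutation p = 0.00195).

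Dilution by tissue that expresses none of the genes of a list, and that dilutes its cell types alike, would lower each gene by the same amount. Over the 11 glial genes on none of the study's lists of level genes, the mean differences ranged from -1.17 (Prx) to -0.0751 (Foxd3), with an SD of 0.368 against a median of 0.159 when genes were shuffled within donors (permutation p = 1e-04, the smallest possible with 10000). Egr2 is among the study's curated genes, and without it the SD over the other 10 was 0.323 (permutation p = 1e-04). This speaks against such even dilution as the whole cause for the glial list. Uneven dilution stays open, since genes that the diluting tissue also expresses would fall less, and Schwann cells and satellite glia might be diluted unequally. Over the 7 large sensory neuron genes the SD was 0.519 (permutation p = 2e-04), but Spp1 rose by 0.704 and could come from the connective tissue. The SD without Spp1 alone was not computed. The other genes were uneven as well, with Etv1 at -0.861 ± 0.136 (SE), Scn8a at -0.553 ± 0.167 and Ntrk3 at -0.181 ± 0.102. Kcnc1 was at -0.158 ± 0.155, Esrrg at -0.00632 ± 0.144 and Heg1 at 0.309 ± 0.0959. For the large sensory neuron list dilution and a change in the cells themselves cannot be told apart, since the contrast with nociceptor genes is not seen without the genes on the study's lists.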
